# Cardiac-specific microRNA-125b deficiency induces perinatal death and cardiac hypertrophy

**DOI:** 10.1038/s41598-021-81700-y

**Published:** 2021-01-27

**Authors:** Chen-Yun Chen, Desy S. Lee, Oi Kuan Choong, Sheng-Kai Chang, Tien Hsu, Martin W. Nicholson, Li-Wei Liu, Po-Ju Lin, Shu-Chian Ruan, Shu-Wha Lin, Chung-Yi Hu, Patrick C. H. Hsieh

**Keywords:** Developmental biology, Molecular biology, Physiology

## Abstract

MicroRNA-125b, the first microRNA to be identified, is known to promote cardiomyocyte maturation from embryonic stem cells; however, its physiological role remains unclear. To investigate the role of miR-125b in cardiovascular biology, cardiac-specific miR-125b-1 knockout mice were generated. We found that cardiac-specific miR-125b-1 knockout mice displayed half the miR-125b expression of control mice resulting in a 60% perinatal death rate. However, the surviving mice developed hearts with cardiac hypertrophy. The cardiomyocytes in both neonatal and adult mice displayed abnormal mitochondrial morphology. In the deficient neonatal hearts, there was an increase in mitochondrial DNA, but total ATP production was reduced. In addition, both the respiratory complex proteins in mitochondria and mitochondrial transcription machinery were impaired. Mechanistically, using transcriptome and proteome analysis, we found that many proteins involved in fatty acid metabolism were significantly downregulated in miR-125b knockout mice which resulted in reduced fatty acid metabolism. Importantly, many of these proteins are expressed in the mitochondria. We conclude that miR-125b deficiency causes a high mortality rate in neonates and cardiac hypertrophy in adult mice. The dysregulation of fatty acid metabolism may be responsible for the cardiac defect in the miR-125b deficient mice.

## Introduction

Cardiac hypertrophy is a serious health risk which can lead to heart failure. Cardiac hypertrophy is an adaptive response to hemodynamic stress^1^ resulting from, for example, excess exercise, pregnancy or due to valvular disease, and may ultimately lead to cardiomyopathy and heart failure^2–4^. Previous studies have indicated that microRNAs (miRNA), a class of small non-coding RNA, is important for transcriptional and post-transcriptional inhibition of gene expression^5^, play an important role in the development of cardiomyopathy. Cardiomyocyte-specific deletion of Dicer (*dgcr8*), an enzyme required for the processing of miRNA^6^, revealed a fully penetrant phenotype that begins with left ventricular malfunction progressing to a dilated cardiomyopathy and premature lethality^7^. In another study, cardiac-specific Dicer knockout mice showed perinatal death with dilated cardiomyopathy^8^. In most cases, miRNA knockouts are viable, fertile, and seemingly normal with only modest phenotypes^9^; however, these studies show that cardiac-specific knockout of miRNA-processing enzymes leads to cardiomyopathy.

MicroRNA-125b (miR-125b), an orthologue of lin-4 in *C. elegans*, was the first miRNA to be discovered^10^. Since then, miR-125b has been shown to be an important regulator of developmental timing in *C. elegans*^10^. Previous work in our lab showed that miR-125b, combined with other three miRNAs, promotes the maturation of both mouse and human embryonic stem cell-derived cardiomyocytes (CM)^11^. Another study employing CM showed that the β-blocker carvedilol promotes cardioprotection through miR-125b by inhibition of the pro-apoptotic genes Bak1 and Klf13^12^. Additionally, miR-125b has been shown to protect the heart from ischemic injury^13^. Increased expression of miR-125b attenuates both hypoxia/reoxygenation (H/R) and ischaemia/reperfusion (I/R)-induced cell injury and cell death in H9C2 cardiomyoblasts and adult cardiac myocytes^13^. In contrast, miR-125b acts as a potent repressor of multiple anti-fibrotic mechanisms thus plays a role in the induction of cardiac fibrosis^14^. However, despite previous efforts, the biological role of miR-125b in maintaining heart function remains unknown.

In the present study, we examined the role of miR-125b in the heart and show that knockout of cardiac-specific miR-125b induces cardiac hypertrophy, cardiac impairment due to disrupted mitochondrial dynamics and function and prenatal lethality. Therefore, we demonstrate that miR-125b plays a vital and multifaceted role in maintaining healthy heart function and development.

## Results

### Cardiac-specific knockout of miR-125b-1 induces perinatal lethality

To define miR-125b function in mammalian hearts, we targeted the genome sequence of miR-125b-1 by homologous recombination in mouse embryonic stem (ES) cells. The miR-125b-1 resides in the transcript of an unknown gene 2610203C20Rik and the distance between the two loxP sites is about 1.49 kb (Fig. 1a). Given that mir-125b-1 resides in intron1 of 2610203C20Rik, a Mir100-Mirlet7a-2-Mir125b-1 cluster host gene, we examined the 2610203C20Rik expression level by qPCR in mir-125b1 f./ + mice and their mir-125b1 + / + littermates control. There was no difference between mir-125b1 f./ + and -125b1 + / + , indicating that the flox strategy would not affect the transcription of 2610203C20Rik locus and its intronic miR-125b-1 (Fig. S1a). In addition, no differential expression was found in the neighboring genes *let-7a* and *Ubash3b* either (Fig. S1b and c). Regarding the phenotypes, littermates with different genotypes displayed normal heart weight- to-body weight ratio in adults, except cardiac specific miR-125b-1 knockout mice (Fig. S1d). Thus, we conclude that there was no evidence showing the flox strategy we used would affect 2610203C20Rik or miR-125b-1 expression or the cardiac phenotypes substantially. The knockout efficacy of pri-miR-125b-1, by cardiac-specific Cre driven by Myh6 promoter was 99% in the neonatal hearts (Fig. 1b), which resulted in a reduction of 50% mature miR-125b (Fig. 1c). The remaining mature miR-125b could be derived from miR-125b-2, since the pri-miR-125b-2 was expressed in the hearts (Fig. 1d). It was noticed that miR-125b was not only detected in cardiomyocytes but also in the endothelial cells, leukocytes and fibroblasts (Fig. S2). The remaining mature miR-125b could also be from other cell types. The knockout efficacy of pri-miR-125b-1 in neonatal and adult hearts was highly efficient even without cardiomyocyte isolation, which indicated that the expression of pri-miR-125b-1 was predominant in cardiomyocytes (Figs. 1b, 4d). Half of the knockout mice died within two days and a few mice suddenly died in adulthood (Fig. 1e). The knockout neonates were weaker than the wild-type mice. For example, if the neonates were aligned on tissue paper, wild-type mice moved around 12 min later but the knockout mice barely moved, some of them just died (Fig. 1f). The knockout neonates were lighter than the wild-type mice (Fig. 1g). Further, we measured the ventricular weight and found that the ventricular weight of knockout neonates was higher than that of the wild-type mice (Fig. 1h). Cardiac-specific knockout of miR-125b-1 led to perinatal death and increased ventricular weight.

**Figure 1:**
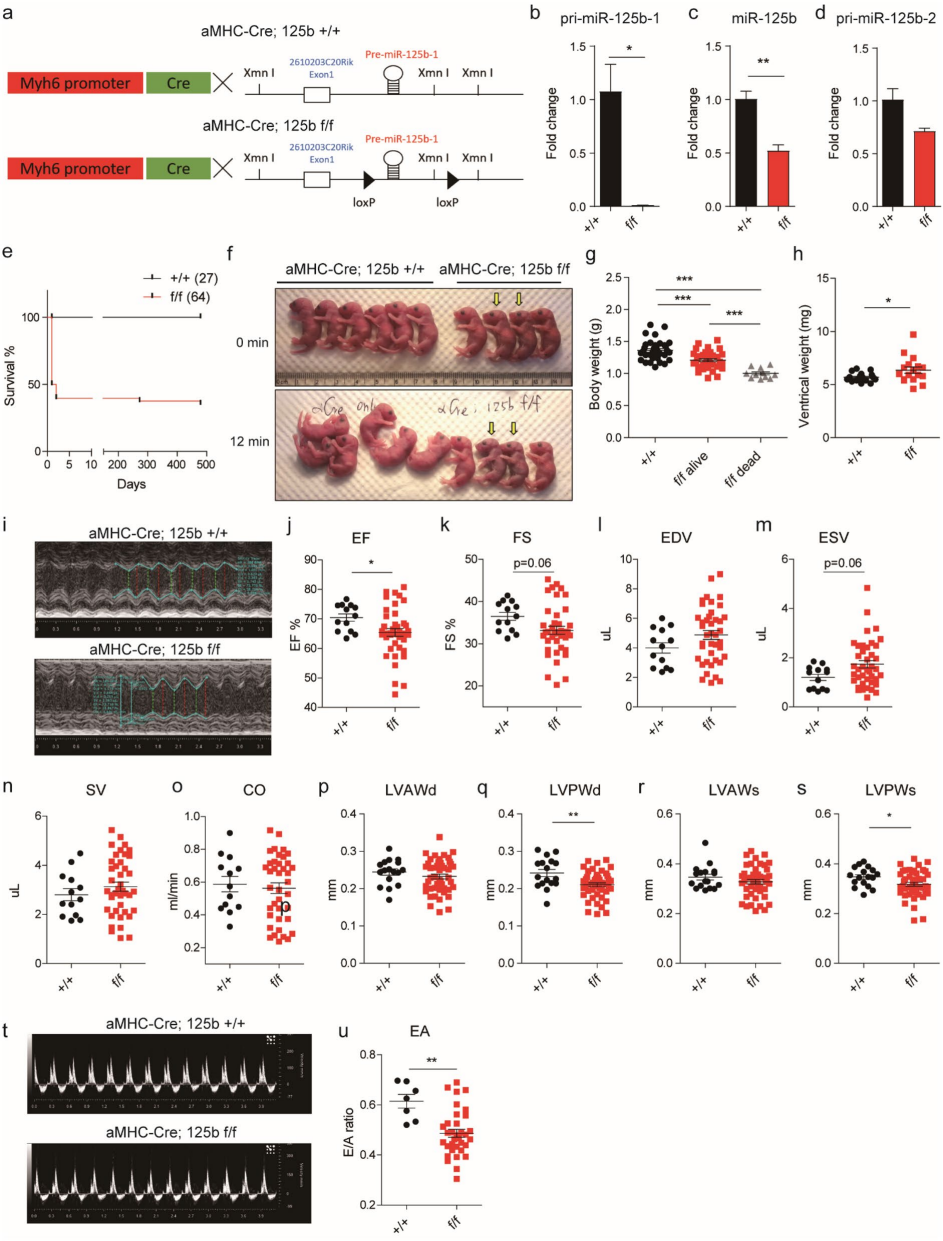
Cardiac-specific knockout of miR-125b-1 increased perinatal lethality and impaired systolic and diastolic heart function. (**a**) The design of the Cre-loxp system. The miR-125b-1 chromosome locus was flanked by loxp sequence. In the following definition, + / + indicates Myh6-cre; miR125b1 + / + and f/f indicates Myh6-cre; miR125b1f./f. (**b**) The expression of primary miR-125b-1 transcript by qPCR in the control and knockout neonatal ventricles (n = 3 in each group, *p* = 0.0142). (**c**) The expression of mature miR-125b by qPCR in the knockout neonatal ventricles (n = 3 in each group, *p* = 0.0062). (**d**) The expression of primary miR-125b-2 transcript by qPCR in the control and knockout neonatal ventricles (n = 3 in each group, *p* = 0.005). (**e**) The survival curve of cardiac-specific miR-125b-1 knockout mice (n = 27 vs. 64 in control and knockout mice). (**f**) The appearance of knockout neonates. (**g**) The body weight of control and knockout neonates (n = 34, 37 and 11 in the + / + control, f/f alive knockout and f/f dead knockout mice, one-way ANOVA with Tukey’s post-test was used. Adjust *p* < 0.001 in all comparisons). (**h**) The ventricular weight of control and knockout neonates (n = 18 vs. 17, *p* = 0.0388). (**i**) Echocardiography of neonatal hearts with M-mode view. (**j**) Ejection fraction in the neonatal left ventricles (n = 13 vs. 41, *p* = 0.0428). (**k**) Fraction shortening in the neonatal left ventricles (n = 13 vs. 41, *p* = 0.0633). (**l**) End-diastolic volume in the neonatal left ventricles (n = 13 vs. 41, *p* = 0.1353). (**m**) End-systolic volume in the neonatal left ventricles (n = 13 vs. 41, *p* = 0.0557). (**n**) Stroke volume (n = 13 vs. 41, *p* = 0.3642) and (**o**) cardiac output in the neonatal left ventricles (n = 13 vs. 41, *p* = 0.6975). (**p**) Left ventricular end-diastolic anterior wall thickness (n = 17 vs. 47, *p* = 0.3223). (**q**) Left ventricular end-diastolic posterior wall thickness (n = 17 vs. 47, *p* = 0.0038). (**r**) Left ventricular end-systolic anterior wall thickness (n = 17 vs. 47, *p* = 0.2640). (**s**) Left ventricular end-systolic posterior wall thickness (n = 17 vs. 47, *p* = 0.0415). (**t**) M-mode of mitral inflow by Doppler image in the neonatal left ventricles. (**u**) The velocity ratio of early filling (E wave) and late diastolic filling (A wave) in the neonatal hearts (n = 7 vs. 34, *p* = 0.0014). The significance of the differences between control and knockout groups were determined by unpaired Student *t*-test.

To examine the heart function of neonatal hearts, we used high-frequency echocardiography with Doppler (Fig. 1i). It showed that the ejection fraction and fraction shortening decreased in the knockout neonates (Fig. 1i, j, k) without significant change in end diastolic volume (EDV), end systolic volume (ESV), stroke volume (SV) and cardiac output (CO) (Fig. 1l–o). The posterior wall thickness on echocardiography was reduced at end diastole (LVPWd) and end systole (LVPWs) (Fig. 1q, s), and the anterior wall thickness (LVAWd and LVAWs) was normal (Fig. 1p, r). Interestingly, we observed a reduction of E/A ratio in the knockout mice (Fig. 1t, u), which indicated diastolic dysfunction. MiR-125b deficiency-induced cardiac hypertrophy and impaired systolic and diastolic function in neonatal hearts.

### MiR-125b deficiency alters mitochondria morphology, dynamics and function

The histology of the knockout mice showed enlarged hearts in dead neonates, especially the atrium (Fig. 2a). Atrial enlargement is common in heart failure with preserved ejection fraction (HFpEF) patients and is a risk factor for advanced heart failure^15^. In addition, the stress markers including βMHC, ANP, BNP, and Acta1 were upregulated in the knockout neonatal hearts (Fig. 2b). Cardiomyocyte size was then quantified. The result showed the size of cardiomyocytes in the knockout mice was significantly larger than that in the wild type (Fig. 2c). We did not observe fibrosis in the neonatal hearts by Masson trichrome staining; however, we noticed a loose myocardium structure (Fig. 2d).

**Figure 2:**
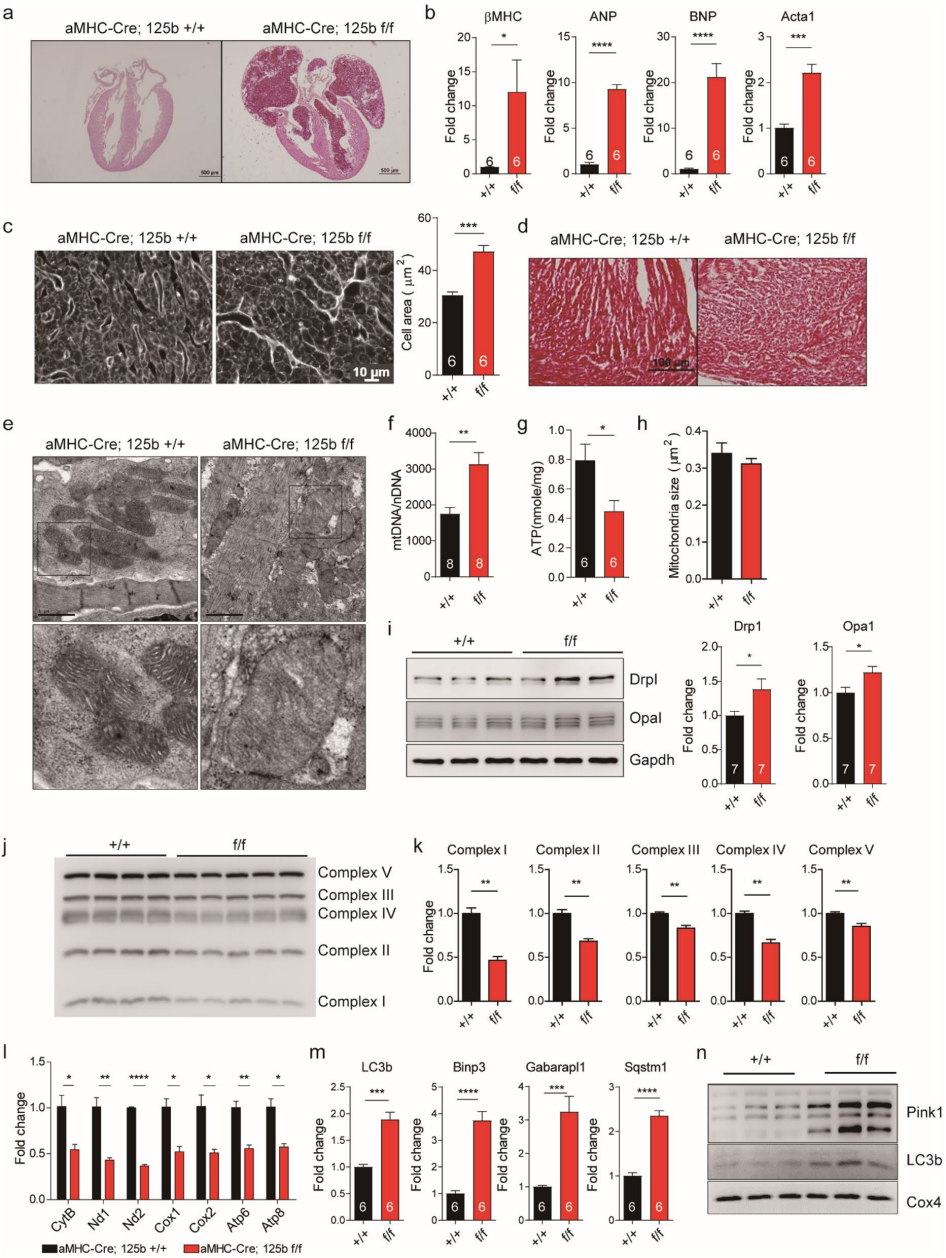
MiR-125b deficiency induces cardiac hypertrophy and alters mitochondria morphology, dynamics and function. (**a**) HE staining of neonatal (P1) hearts. (**b**) βMHC, ANP, BNP and Acta1 gene expression in the neonatal ventricles (n = 6 for each group, βMHC *p* = 0.0418, ANP *p* < 0.0001, BNP *p* < 0.0001, Acta1 *p* = 0.0002). (**c**) Wheat germ agglutinin (WGA) staining of the neonatal myocardium and the quantification of cardiomyocyte size (n = 6 for each group, *p* = 0.0001). (**d**) Trichrome stain of the neonatal myocardium. Bar: 100 µm. (**e**) TEM of the neonatal myocardium. Bar: 1 µm. (**f**) The ratio of mitochondrial DNA copy number to nuclear genome DNA copy number (n = 8 for each group, *p* = 0.0025). (**g**) ATP amount in neonatal hearts (n = 6 for each group, *p* = 0.0280). (**h**) Mitochondrial size (n = 84 vs. 166 from 3 mice for each group, *p* = 0.3400). (**i**) Drp1 and Opa1 expression and blot quantification. Drp1 and Gapdh were cropped from the same blot. Opa1 was from the other blot with the same protein extracts in Drp1 blot. To increase the n number, another experimental repeat was conducted (Fig. S8). Protein quantification was based on these two experiments (n = 7 for each group, Drp1 *p* = 0.0343, Opa1 *p* = 0.0302). (**j**) The expression of OXPHOS complexes in the isolated mitochondria. (**k**) The quantification of OXPHOS complexes (n = 4 vs. 5, Complex I *p* = 0.0028, Complex II *p* = 0.0011, Complex III *p* = 0.0022, Complex IV *p* = 0.0053, Complex V *p* = 0.0064). (**l**) Mitochondrial encoded gene expression in the knockout myocardium (n = 3 for each group, CytB *p* = 0.0253, Nd1 *p* = 0.0049, Nd2 *p* < 0.0001, Cox1 *p* = 0.0109, Cox2 *p* = 0.0178, Atp6 *p* = 0.0045, Atp8 *p* = 0.0117). (**m**) The gene expression of LC3b, Binp3, Gabarapl1 and Sqstm1 (n = 6 for each group, LC3b *p* = 0.0001, Binp3 *p* < 0.0001, Gabatapl1 *p* = 0.0007, Sqstm1 *p* < 0.0001). (**n**) The expression of Pink1 and LC3b in the isolated mitochondria. Pink1, LC3b and Cox4 were from different blots with the same protein extracts. The original images of i, j and n are displayed in Fig. S8. The significance of the differences between control and knockout groups were determined by unpaired Student *t*-test.

Under transmission electron microscopy (TEM), myofibrils in the knockout cardiomyocytes had become less compact and the mitochondria had less cristae (Fig. 2e). Further, we investigated the changes in mitochondria by measuring the amount of mitochondria, ATP production, and mitochondria size. Although the copy number of mitochondria increased (Fig. 2f), the ATP production was reduced by half (Fig. 2g) without changing the size of the mitochondria (Fig. 2h). In addition, both fission protein Drp1 and fusion protein Opa1 were upregulated in the knockout mice (Figs. 2i, S8, S9), which indicated miR-125b deficiency accelerated the dynamics of mitochondria fission and fusion. There were much fewer mitochondria complex proteins (Figs. 2j, k, S8) and mitochondria encoded gene transcripts (Fig. 2l) in the isolated mitochondria from the knockout mice. MiR-125b deficiency impaired the transcription and protein translation machinery. Mitophagy related genes LC3b, Binp1, Gabarapl1, and Sqstm1 were upregulated in the knockout mice (Fig. 2m). Western blot of isolated mitochondria proteins also showed more Pink1 and LC3b (Figs. 2n, S8), which suggested activation of mitophagy in miR-125b deficient mice.

### Adult miR-125b deficient mice displayed impairment of heart function

Mice that survived to young adulthood (2–3 months old) behaved normally but myocardium enlargement was observed (Fig. 3a, b). Measurement of cardiomyocyte size also demonstrated that the cell size in the knockout mice was larger than that in the wild type (Fig. 3o). The stress markers ANP and Acta1 were upregulated in the knockout young adult hearts (Fig. 3p). Echocardiography showed a reduced ejection fraction in the knockout mice with modest difference (Fig. 3c). No significant differences were found in the EDV, ESV and E/E′ ratio between control and knockout mice (Fig. 3d–g). Therefore, β-adrenergic agonist isoproterenol was used to induce cardiac hypertrophy. The result showed that under the treatment, the heart weight-to-body weight ratio of knockout mice was significantly larger than that of the wild-type mice (Fig. S3a), and the ejection fraction was reduced significantly (Fig. S3b). Both EDV and ESV showed a more pronounced increasing trend in the knockout mice (Fig. S3c, d).

**Figure 3:**
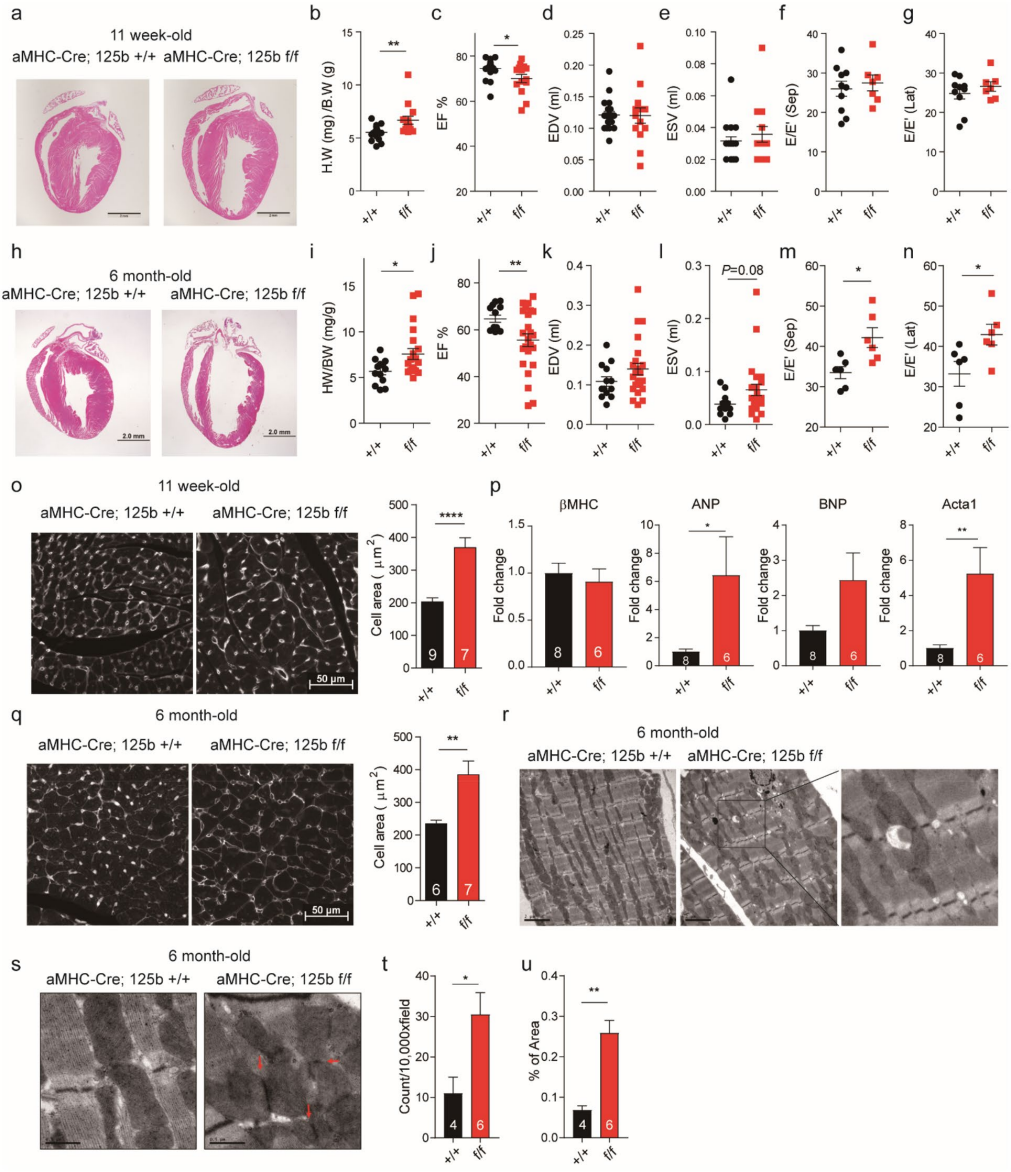
MiR-125b deficiency promotes the progression of heart failure. (**a**) HE staining of young adult hearts. Bar: 2 mm. (**b**) Heart weight-to-body weight ratio of young adult mice (n = 19 vs. 14, *p* = 0.0044). (**c**) Ejection fraction (n = 19 vs.. 14, *p* = 0.0262), (**d**) end-diastolic volume (n = 19 vs.. 14, *p* = 0.1211) and (**e**) end-systolic volume (n = 19 vs.. 14, *p* = 0.4270) in young adult mice. (**f**) The ratio of early diastolic mitral inflow velocity to early diastolic septal mitral annulus velocity (E/E' ratio) (n = 19 vs. 14, *p* = 0.06049) and (**g**) the ratio of early diastolic mitral inflow velocity to early diastolic lateral mitral annulus velocity (E/E' ratio) (n = 19 vs. 14, *p* = 0.3833) in young adult mice. (**h**) HE staining of mature adult mice. Bar: 2 mm. (**i**) Heart weight-to-body weight ratio of mature adult mice (n = 10 vs. 18, *p* = 0.0358). (**j**) Ejection fraction (n = 10 vs. 18, *p* = 0.0077), (**k**) end-diastolic volume (n = 10 vs. 18, *p* = 0.1489) and (**l**) end-systolic volume (n = 10 vs. 18, *p* = 0.0894) in mature adult mice. (**m**) The ratio of early diastolic mitral inflow velocity to early diastolic septal mitral annulus velocity (E/E' ratio) (n = 6 vs. 6, *p* = 0.0132) and (**n**) the ratio of early diastolic mitral inflow velocity to early diastolic lateral mitral annulus velocity (E/E' ratio) (n = 6 vs. 6, *p* = 0.0353) in mature adult mice. (**o**) Quantification of cardiomyocyte size by WGA staining in the 11-week-old adult myocardium (n = 9 vs. 7, *p* < 0.0001). (**p**) βMHC, ANP, BNP and Acta1 gene expression in the young adult myocardium (n = 8 vs. 6, βMHC *p* = 0.5999; ANP *p* = 0.0395, BNP *p* = 0.0587, Acta1 *p* = 0.0069). (**q**) Quantification of cardiomyocyte size by WGA staining in the 6-month-old adult myocardium (n = 6 vs. 7, *p* = 0.0063). (**r**) TEM of the 6-month-old adult myocardium. Bar: 2 µm. (**s**) TEM of the 6-month-old adult myocardium with electron-dense mitochondrial contact sites, indicated by red arrows. Bar: 0.1 µm. (**t**) Numbers of droplets under 10,000 × field by TEM (n = 4 vs. 6, *p* = 0.0306). (**u**) Percentage of droplet area in tissues under 10,000 × field by TEM (n = 4 vs. 6, *p* = 0.0015). The significance of the differences between control and knockout groups were determined by unpaired Student *t*-test.

In mature adult mice (6 months old), the knockout mice presented dilated cardiomyopathy (DCM) (Fig. 3h) and significantly increased heart weight-to-body weight ratio (Fig. 3i) and cardiomyocyte size (Fig. 3q). The ejection fraction was reduced and the E/E′ ratio increased significantly (Fig. 3j, m, n). Both EDV and ESV showed an increasing trend in the knockout mice (Fig. 3k, l). The E/E′ ratio is a recommend method for the evaluation of diastolic function in the clinic^16^. Elevated E/e′ ratio is considered to be a prognostic factor for the development of cardiac vascular disease^17^. The increase in E/E′ ratio indicated a diastolic dysfunction in the mature knockout hearts. We further evaluated the heart function by cardiac catheterization. Interestingly, we found that the heart rates and the end systolic pressure were significantly higher than the wild type (Fig. 6e, f). Unexpectedly, both max dP/dt and min dP/dt were better than the wild-type mice (Fig. 6g, h), which may be influenced by heart rates and end systolic pressure^18^. For example, doxorubicin suppressed the left ventricular systolic pressure and influenced the systolic (max dP/dt) and diastolic (min dP/dt) indicators^19^. Physiologically, heart rate is regulated by epinephrine from the adrenal medulla and norepinephrine from the sympathetic nerve terminals^20^. MiR-125b can be detected in exosomes^21,22^, and possibly be delivered to kidney or brain from the heart. Notwithstanding, the regulatory role of miR-125b in the production of epinephrine or norepinephrine is still unknown. Blood pressure regulation depends on the renin–angiotensin–aldosterone system (RAAS). RAAS-related gene ACE, angiotensin I converting enzyme, is the potential target of miR-125b according to TargetScan^23^ prediction and miR-125b was expressed in arteriolar vascular smooth muscle cells and in juxtaglomerular cells, renin producing cells, in kidney^24^. MiR-125b in kidney may have a negative regulatory role in blood pressure regulation and such a role could be Tp53 dependent. Another possibility is that miR-125b has an impact on baroreceptor, a blood pressure sensor, in hearts^25^ and causes the heart rate and blood pressure dysregulation. No difference was found in relaxation time constant (Tau), end-systolic PV relation slope (ESPVR slope) and end-diastolic PV relation slope (EDPVR slope) (Fig. 6i–k) between the control and the knockout mice, which suggests the deficiency in cardiac contractility and compliance in the knockout mice was obscure. In the mature knockout mice, we found misaligned sarcomeres and mitochondria (Fig. 3r). In addition, several vesicles, possibly lipid droplets, were also obvious (Fig. 3r). The number of lipid droplets and the area of lipid droplets were quantified by ImageJ (Fig. 3t, u). Both showed significant increases in in the knockout mice. Some fission-like mitochondria were also found in the knockout mice (Fig. 3s). The mature knockout mice not only showed DCM with increased cardiomyocytes but also showed abnormal intracellular organization.

### Mitochondrial miR-125b were dysregulated in cardiac miR-125b deficient mice

The knockout mice that survive to adulthood might not exhibit the pathological phenotype in the young adult period but gradually develop cardiac hypertrophy later. However, we noticed that the total mature miR-125b in the knockout myocardium returned to the normal level (Fig. 4c). We also isolated cardiomyocytes from the young adult hearts and found the expression level of mature miR-125b in the knockout cardiomyocytes was similar to that in the wild type (Fig. 4f). The knockout efficiency of pri-miR-125b-1 was still superior in adult myocardium and in isolated cardiomyocytes (Fig. 4d, g). Therefore, the origin of miR-125b in the knockout mice could be pri-miR-125b-2, although it did not show significant upregulation in adult myocardium and in isolated cardiomyocytes for the rescue (Fig. 4e, h). MiR-125a belongs to the miR-125 family, but it was undetectable in hearts. The expression change of pri-mir-125b-1 and pri-mir-125b-2 in isolated cardiomyocytes (Fig. 4g, h) was similar to that in the myocardium (Fig. 4d, e) but the basal level of pri-mir-125b-1 was two-fold higher than pri-mir-125b-2, which implies cardiomyocytes prefer to use pri-mir-125b-1 as the source of miR-125b. If the function of miR-125b could be compensated by pri-mir-125b-2, it raises an issue about the relationship between the adult phenotype and the expression of miR-125b. One possibility is that adult cardiomyopathy is determined at the neonatal stage, and the other possibility is that the miRNA has unexplored functions. Since the knockout of miR-125b changes energy homeostasis, we investigated its expression in mitochondria. Surprisingly, the downregulation of mitochondrial miR-125b (mito-miR-125b) was more obvious than the downregulation of mature miR-125b in the knockout neonatal hearts (Figs. 1c and 4b). In adults, the mito-miR-125b was also decreased in the knockout myocardium (Fig. 4j), although the cytosolic miR-125b was unchanged (Fig. 4i). The function of mitochondrial miRNAs (mitomiRs) is still unclear. A summary of microRNAs found in the mitochondria has been presented previously^26,27^, In particular miR-125b has been identified in many studies^28,29^. In diabetic hearts, mito-miR-125b was downregulated^29^, which emphasizes the strong link between miR-125b and cardiac metabolism. There are several possible mechanisms. For example, mito-miR-1 promotes mitochondrial translation in differentiated myofibroblats^30^. A recent study also suggests that mito-miR-2392 inhibits mitoDNA transcription instead of translation^31^. The function of mito-miR-125b and how miR-125b was transported into the mitochondria require further investigation.

**Figure 4:**
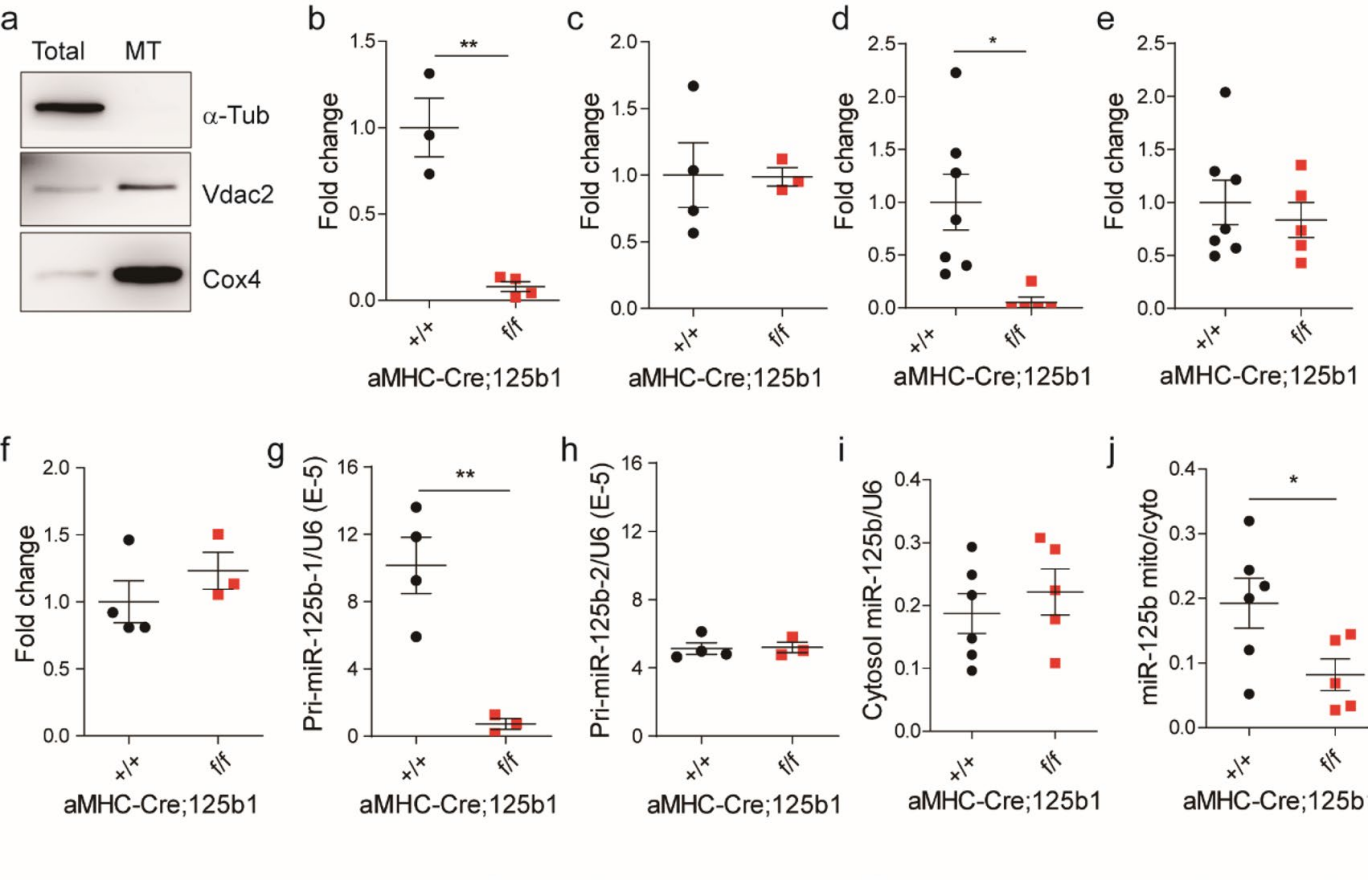
Mitochondrial miRNA-125b expression in neonatal and adult hearts. (**a**) Confirmation of isolated mitochondria from neonatal hearts. Vdac2 and Cox4 are mitochondrial proteins and αtubulin is a cytosolic protein. MT: mitochondria. Vdac2, Cox2 and αtubulin were cropped from the same blot. The original images of blot were showed in Fig. S7. (**b**) Mitochondrial miRNA-125b expression in neonatal hearts. A spike-in control, cel-mir-39, was used to normalize the technical error (n = 3 vs. 4, *p* = 0.0015). (**c**) MiRNA-125b expression in young adult myocardium (n = 4 vs. 3, *p* = 0.9667). (**d**) Pri-miR-125b-1expression in young adult myocardium (n = 7 vs. 5, *p* = 0.0139). (**e**) Pri-miR-125b-1expression in young adult myocardium (n = 7 vs. 5, *p* = 0.5758). (**f**) Pri-miR-125b-1 expression in isolated cardiomyocytes from young adult myocardium (n = 4 vs. 3, *p* = 0.0053). (**h**) Pri-miR-125b-2 expression in isolated cardiomyocytes from young adult myocardium (n = 4 vs. 3, *p* = 0.8961). (**i**) Cytosolic miR-125b expression in young adult hearts (n = 6 vs. 5, *p* = 0.1874). (**j**) The ratio of mitochondrial miR-125b to cytosolic miR-125b in young adult hearts (n = 6 vs. 5, *p* = 0.0470). The significance of the differences between control and knockout groups were determined by unpaired Student *t*-test.

### Transcriptome and proteome analysis of cardiac miR-125b deficient mice

To elucidate the underlying mechanism, the neonatal hearts were subjected to transcriptome analysis. 

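RNA from the ventricles of wild-type mice, which carried aMHC-Cre and intact miR-125b-1, and of cardiac-specific miR-125b-1 knockout mice was measured at postnatal day 1. There were 3 arrays per group, each a 1-colour Affymetrix mouse genome array. The paper describes them as independent experiments and does not say whether an array holds the ventricles of 1 pup or of several. The authors deposited probe set intensities on a linear scale, and the paper's text does not name the summarization or the normalization. The table analysed here holds 271 probe sets rather than the whole array. Every one of them differed by at least 1.00 between the group means of log2 intensity. The largest unadjusted p from the methods' t-test was 0.00175, so the table is a selection made on these same arrays. This is far under the paper's p cutoff, and by which criterion the table was drawn, and whether it is all of the authors' list, is not known here. A p from it is therefore not independent evidence that a probe set differs, and standard errors estimated from it can be too small. There are no unchanged probe sets against which the scaling of the arrays could be checked. Intensities were set to log2 and compared with limma, knockout minus wild-type. The median of the table was higher in the knockout arrays by 0.54 on the log2 scale, with 183 of the 271 probe sets on the higher side. Centring each array on its median takes this amount from every log2 fold change, and which zero is right cannot be told from selected probe sets. Pearson correlations across probe sets were 0.991 to 0.994 between arrays of a group and 0.600 to 0.638 between groups. Of the probe sets, 253 carried the name of 1 gene, 3 of several genes and 15 of none, and the named ones stood for 215 genes. A gene with several probe sets in the table was represented by the brightest of them. In each of the 32 such genes all of these probe sets moved in one direction. Probe sets of a gene that missed the selection are not seen, so this describes the table and not the gene. The transcript of the targeted locus is not analysed here, so the genotype labels could not be checked against it.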

The heat map of gene expression showed the differential expression of genes between the knockout and the control hearts (Fig. 5a). 

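In the knockout ventricles 183 probe sets were higher and 88 were lower than in the wild-type, which corresponds to 143 genes higher and 72 lower. Genes are ranked here by their brightest probe set. Dimmer probe sets of Glul and Tfdp2 were 7.86 and 7.38-fold higher. The largest rise of a named gene was in Myh7, which encodes the β-myosin heavy chain. Its probe set had an intensity of 17588 ± 674 (SD, n = 3) in the knockout and 1650.05 ± 307 (SD, n = 3) in the wild-type, a 10.8-fold difference. Ptgds, a prostaglandin D synthase, was 6.48-fold higher, and the transcription factor Klf15 was 5.87-fold higher. Next came the dipeptidase gene Dpep1, Lrrc2, the noncoding RNA Snhg16, the sulfotransferase gene Sult1a1, Tfdp2 (a dimerization partner of E2F factors), the aminotransferase gene Kyat3 and the receptor phosphatase gene Ptpro, which were 4.34 to 5.34-fold higher. The largest fall of a named gene was in Angptl4, a secreted inhibitor of lipoprotein lipase, from 635 ± 150 (SD, n = 3) to 50.1 ± 2.09 (SD, n = 3), which is 12.5-fold lower, on a probe set ending in _s_at and thus with probes shared between transcripts. Paqr9 was 4.48-fold lower. A dimmer probe set of Decr1 was 5.96-fold lower, but its brightest one was 2.60-fold lower. The other genes with the largest falls were the replication genes Mcm3, Pola1 and Mcm4, the carnitine palmitoyltransferase gene Cpt2, the semaphorin gene Sema3c, Plbd1, and the lipid droplet protein genes Plin5 and Cidea, which were 3.38 to 3.99-fold lower. Of the probe sets without a gene name, 2 fell further than any of these, by 15.7 and 20.7-fold, and 1 rose by 9.93-fold, which is more than any named gene except Myh7. The median difference was 2.65-fold among the higher probe sets and 2.49-fold among the lower ones. All 271 probe sets passed an adjusted p under 0.05 with limma, with a largest adjusted p of 1.07e-09, as a table of selected probe sets must. All 271 meet the paper's thresholds for the same reason, and this count says nothing of how many probe sets of the whole array do. With the log2 fold changes moved down by centring each array on its median, 66 higher and 88 lower probe sets met those thresholds, and 65 and 88 after quantile normalization.

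**Figure D1:**
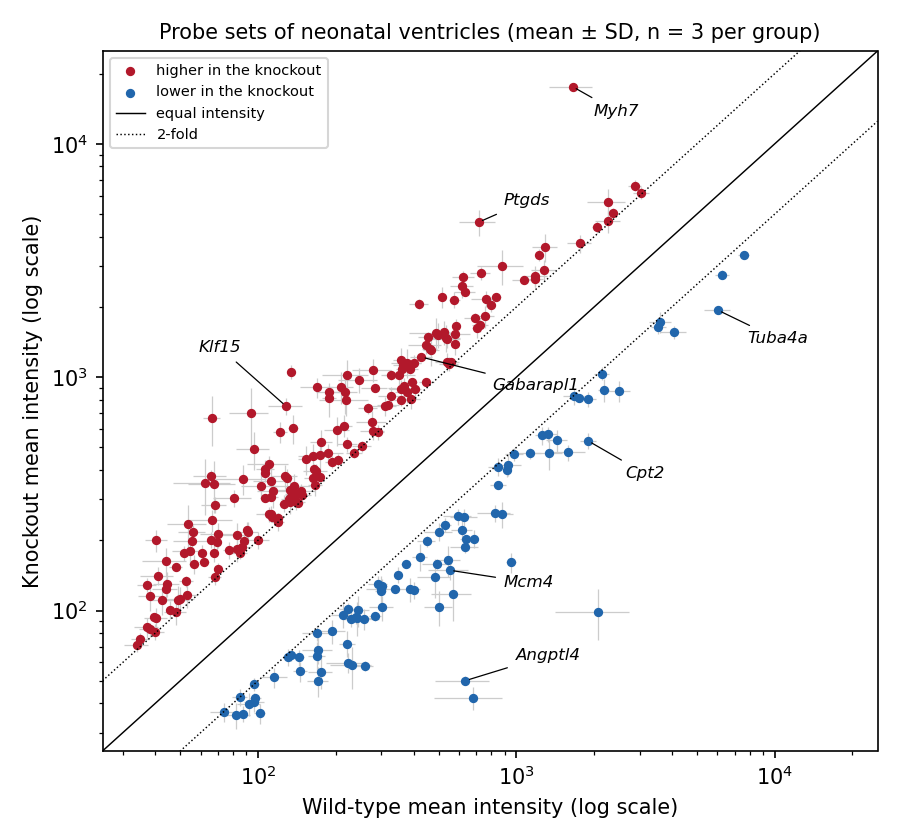
Mean probe set intensity in wild-type (x axis) and knockout ventricles (y axis), both on log scales, for the 271 probe sets, with SD over 3 arrays as grey bars, the solid line at equal intensity and dotted lines at a 2-fold difference. The 183 red points are higher and the 88 blue points lower in the knockout, and Myh7 stands at 17588 in the knockout arrays.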

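Gene groups were listed before the data were examined, by hand and not from the DAVID terms, and each was counted among the 215 genes. Genes of a process that are outside its list were not counted. Of 26 genes of the insulin response, 2 are in the table analysed here and both were higher in the knockout. Insr, the insulin receptor, was 2.31-fold higher, and Foxo3, a transcription factor restrained by insulin signaling, was 2.79-fold higher. Of 30 apoptosis genes, 1 is in the table, Tnfrsf12a, which was 2.84-fold higher. Of 47 genes of the extracellular matrix and fibroblasts, 2 are in the table and both were lower. Col3a1, a chain of fibrillar collagen, was 2.14-fold lower, and Col6a3, a chain of the microfibrillar collagen VI, was 2.01-fold lower. Of 63 genes of the cell cycle and DNA replication, 3 are in the table and all 3 were lower, namely Mcm3 and Mcm4, subunits of the replicative helicase, and the transcription factor gene E2f1, which was 2.33-fold lower. The direction of these 3 against the 143 higher and 69 lower other genes had p = 0.0365 in Fisher's exact test (two-sided), which was 0.256 after Benjamini-Hochberg adjustment over 14 lists. The adjusted p in the same test was 0.703 for the insulin response, 1 for apoptosis and 0.389 for the extracellular matrix. All members named here also passed when adjusted over the list alone, that is 2, 1, 2 and 3 genes. The selection fixes this for every list, since the largest adjusted p of the table with limma was 1.07e-09, so passing is no result of its own. Of the 3 cell cycle genes, 1 was left when the dimmest 25% of the probe sets were set aside. After quantile normalization the log2 fold change of Insr was 0.47 in place of 1.21, that of Foxo3 0.79 in place of 1.48 and that of Tnfrsf12a 0.83 in place of 1.51, while Col3a1 was at -1.73 in place of -1.10, and Col6a3 moved down to -1.65. With so few members in a table of selected probe sets, the share of each group that did not change is not known.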

Gene ontology analysis showed that the upregulated genes were associated with apoptosis, transcription, insulin stimulus and metabolic process (Fig. 5b) and the downregulated genes were related to cytoskeleton, extracellular matrix, mitochondria and chromosomes (Fig. 5c). This analysis supports our finding about the abnormality of cytoskeleton and mitochondria in the knockout mice. In addition, gene set enrichment analysis (GSEA) was also performed using the Hallmark gene set. 

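Of 39 cytoskeleton genes listed before the data were examined, 2 are in the table analysed here and both were lower in the knockout ventricles. Tuba4a, an α-tubulin, fell from 6019 ± 677 to 1939 ± 80.9 (SD, n = 3 each), which is 3.09-fold lower, and its other probe set had a log2 fold change of -1.72. Pfn2, an actin-binding profilin, was 2.21-fold lower. Both passed when adjusted over the list alone, which the selection fixes. The direction of the pair against the other genes had p = 0.111 in Fisher's exact test (two-sided; adjusted p = 0.389). The list does not hold every cytoskeleton gene of the table. Outside it, and chosen after their values were seen, Carmil1, Baiap2, Synpo2l, Twf2, Clip1 and Tns1 were 2.07 to 3.91-fold higher. Dynll1 and Fblim1 were 2.15 and 2.06-fold lower. The direction of cytoskeleton genes in the table was therefore mixed. For the mitochondria, Gabarapl1 was the single gene in the table of 27 genes of mitochondrial fission, fusion and mitophagy. It encodes an autophagosome protein and was 2.86-fold higher, at 1220.1 ± 41.7 against 428 ± 41.3 (SD, n = 3 each). Its only probe set in the table ends in _s_at, which marks probes shared between transcripts. It passed when adjusted over the list alone (1 gene), and a single gene gave p = 1 in the exact test of direction. No gene among the 52 listed for the respiratory chain or the 26 for expression of mitochondrial DNA was among those analysed here. These lists do not hold every mitochondrial gene of the table. Outside them, and chosen after their values were seen, the mitochondrial ribosomal protein gene Mrps25 was 2.01-fold lower. The cytochrome oxidase assembly gene Sco2 was 2.09-fold higher, on a probe set ending in _s_at, and the mitochondrial carrier gene Slc25a33 was 2.89-fold higher. The genes of fatty acid oxidation are enzymes of the mitochondria too and were counted as a group of their own. After quantile normalization the log2 fold change of Gabarapl1 was 0.79 in place of 1.52 and that of Pfn2 -1.77 in place of -1.14. The paper states that the gene ontology analysis goes with its finding of an abnormal cytoskeleton and abnormal mitochondria in the knockout mice.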

The results suggested that the upregulated genes are involved in apoptosis, P53, TNFa signaling, and hypoxia (Fig. 5d) and the downregulated genes are involved in mTORC, fatty acid metabolism, G2M checkpoint and E2F target (Fig. 5e). 

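Among 30 p53 targets listed before the data were examined, 2 are in the table analysed here and both were higher in the knockout. Sesn1, a sestrin induced by p53, was 3.73-fold higher, at 2148 ± 161 against 576 ± 28.1 (SD, n = 3 each), and its 4 probe sets had log2 fold changes of 1.90 to 2.30. Trp53inp1, the p53-inducible nuclear protein, was 2.16-fold higher, at 1165 ± 105 against 539 ± 53.7 (SD, n = 3 each). Of 41 genes of the hypoxia response and glycolysis, 2 are in the table and both were higher. These were the glucose transporter gene Slc2a1, by 3.19-fold, and Mxi1, an antagonist of Myc, by 2.38-fold. None of 45 genes of the immediate early and NF-kB response, listed for TNFa signaling, was among those analysed here. In the direction of mTORC1, 1 of 35 genes of sterol and amino acid supply is in the table. Idi1, an isomerase of the cholesterol pathway, was 2.46-fold lower. The higher p53 and hypoxia genes were not distinguished from the other genes by direction (adjusted p = 0.703 in Fisher's exact test for each, two-sided), with 141 of the other genes higher and 72 lower. The same adjusted p was obtained for mTORC1. All of these members passed when adjusted over the list alone, with counts of 2, 2 and 1, which the selection fixes. These rises depend on the scaling of the arrays for their size. The log2 fold change of Trp53inp1 was 1.11 as deposited, 0.57 with each array centred on its median and 0.37 after quantile normalization, that of Mxi1 was 1.25, 0.71 and 0.63, that of Slc2a1 was 1.67, 1.13 and 1.04, and the brightest probe set of Sesn1 was at 1.36 and 1.21 with these alternatives. GSEA itself ranks all genes of an array and was not repeated on the selected probe sets.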

An increase in phosphor-p53 at serin-15 and HIF1a were observed in the knockout hearts (Fig. 6a), which indicates the activation of p53 and hypoxia signaling. 

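Of 25 reported or proposed targets of miR-125b, listed before the data were examined, Trp53inp1 was the single one in the table analysed here, and it was higher in the knockout ventricles, by an amount that depends on the scaling. It passed when adjusted over the list alone (1 gene). The other listed targets are not analysed here. The RISC-seq of hearts and the TargetScan predictions were not used here, and the 143 genes that were higher in the knockout were not searched for seed sites.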

In order to define the target of miR-125b in vivo, we compared this transcriptome analysis, RISC-seq from hearts^32^ and TargetScan^23^ prediction and found that only 23 genes belonged to the three groups (Fig. S4a). Some of them were picked up for further investigation using primary mouse neonatal cardiomyocytes transfected with miR-125b inhibitor. Only two candidate genes, Btg2 and Pafah1b1, were significantly upregulated after miR-125b inhibition in cardiomyocytes (Fig. S4b). Btg2, BTG anti-proliferation factor 2, is a downstream target of p53, regulating the cell cycle through its regulatory role on transcription factors^33^. Btg2 also binds proteins in mRNA deadenylation complexes to facilitate mRNA degradation. Such a function may prevent cardiac hypertrophy induced by adrenergic stimulation by preventing the accumulation of RNA^33^. Pafah1b1, Platelet-activating factor acetylhydrolase IB subunit alpha, is an enzyme subunit regulating the dynamics of the cytoskeleton through motor protein Dynein^34^. Its functions in cardiovascular development and diseases are mostly unknown. We also evaluated the gene expressions of known potential targets: Bak1, Klf13^12^, Tp53 and Traf6^13^ in the neonatal hearts. Unexpectedly, Bak1, Tp53 and Traf6 showed significant downregulation in the miR-125b deficient hearts (Fig. S4c). This controversial result may be due the difference in vitro and in vivo. Other type of cells might express these genes and cell signaling in the tissue microenvironment might be different from that in cell culture.

**Figure 5:**
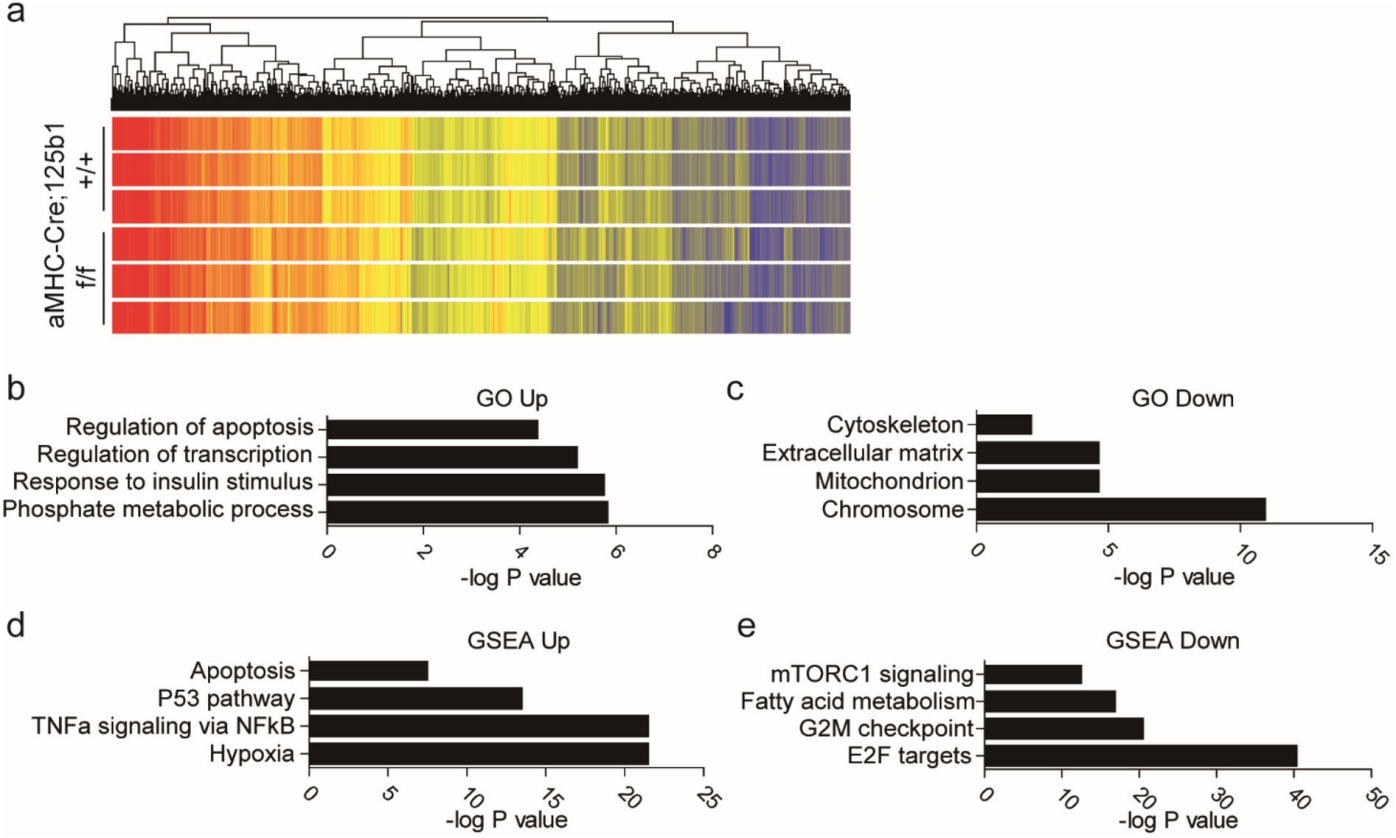
Altered transcriptome in miR-125b deficiency mice. (**a**) Heatmap of microarray. (**b**) Gene ontology of upregulation genes in the knockout neonates. (**c**) Gene ontology of downregulation genes in the knockout neonates. (**d**) Gene set enrichment assay (GSEA) with the Hallmark gene set in the upregulation genes. (**e**) Gene set enrichment assay (GSEA) with the Hallmark gene set in the downregulation genes.

**Figure 6:**
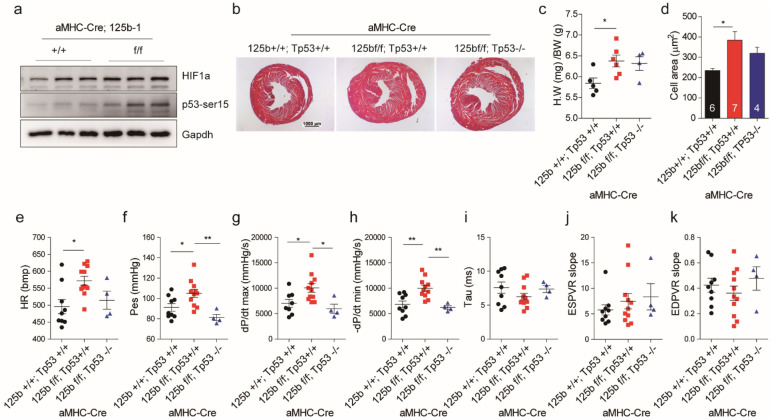
Knockout of Tp53 rescued the increase of heart rates and end systolic pressure in cardiac miR-125b deficient mice, but not cardiac hypertrophy phenotype. (**a**) Expression of HIF1a and p53 ser15phosphorylation in wild-type and miR-125b knockout neonatal hearts. The original images are displayed in Fig. S5. HIF1a, p53 ser15phosphorylation and Gapdh were from different blots with the same protein extracts. (**b**) HE staining of hearts in the control (125b + / + ; Tp53 + / +), miR-125b knockout (125bf/f; Tp53 + / +) and miR-125b/Tp53 double knockout (125bf/f; Tp53−/−) mice. Bar: 1 mm. (**c**) Heart weight-to-body weight ratio in the control, miR-125b knockout and miR-125b/Tp53 double knockout mice (n = 5, 6 and 4. control vs. miR-125b knockout, *p* = 0.0450; control vs. double knockout, *p* = 0.1146; miR-125b knockout vs. double knockout, *p* = 0.9549). (**d**) Cardiomyocyte size in the control, miR-125b knockout and miR-125b/Tp53 double knockout mice (n = 6, 7 and 4. control vs. miR-125b knockout, *p* = 0.0112; control vs. double knockout, *p* = 0.2536; miR-125b knockout vs. double knockout, *p* = 0.4138). (**e**) The heart rate (control vs. miR-125b knockout, *p* = 0.0116; control vs. double knockout, *p* = 0.8295; miR-125b knockout vs. double knockout, *p* = 0.1760), (**f**) end-systolic pressure (control vs. miR-125b knockout, *p* = 0.0363; control vs. double knockout, *p* = 0.3478; miR-125b knockout vs. double knockout, *p* = 0.0055), (**g)** dP/dt maximum (control vs. miR-125b knockout, *p* = 0.0396; control vs. double knockout, *p* = 0.7684; miR-125b knockout vs. double knockout, *p* = 0.0265 ), (**h**) dP/dt minimum (control vs.vs. miR-125b knockout, *p* = 0.0028; control vs. double knockout, *p* = 0.8520; miR-125b knockout vs. double knockout, *p* = 0.0058), (**i**) Tau (control vs. miR-125b knockout, *p* = 0.2908; control vs. double knockout, *p* = 0.9843; miR-125b knockout vs. double knockout, *p* = 0.5825), (**j**) the slope of end-systolic pressure volume relationship (control vs. miR-125b knockout, *p* = 0.6666; control vs. double knockout, *p* = 0.5919; miR-125b knockout vs. double knockout, *p* = 0.9349) and (**k**) the slope of end-diastolic pressure volume relationship (control vs. miR-125b knockout, *p* = 0.7139; control vs. double knockout, *p* = 0.8718; miR-125b knockout vs. double knockout, *p* = 0.5113) in control, miR-125b knockout and miR-125b/Tp53 double knockout mice (n = 9, 12 and 4). The significance of the differences among control, knockout and double knockout groups were determined by one-way ANOVA with Tukey’s multiple comparison test.

Since neither of these genes was able to explain the phenotypes that we found in the knockout mice and the potential of multiple targeting of a miRNA, we next searched for possible pathways, instead of single genes, mediating the deficiency of miR-125b knockout. We noticed that Tp53 signaling is known to be involved in apoptosis and cell cycle regulation and cross-talk with HIF1a, NFkb, mTORC, and fatty acid metabolism. The relationship between miR-125b and Tp53 has been discovered in cancers^35^. In addition to Btg2, we observed that another Tp53 target Tp53inp1 showed significant increase in both RNA and protein level in the deficient mice (Fig. S4d and e). Although the RNA level of Tp53 was downregulated (Fig. S4c), the activity of Tp53 was activated (Fig. 6a). We suspect the function of miR-125b might depend on novel function of Tp53. Previous study suggests that cardiac-specific knockout of Tp53 mice are resistant to pressure-overload-induced cardiac hypertrophy and upregulate mitochondria complex gene expression^36^. Based on these clues, we hypothesized that knockout of Tp53 rescues the phenotypes in miR-125b deficiency mice. To test this hypothesis, we generated aMyh6-Cre; miR-125b-1 f./f; Tp53 −/− double knockout mice. However, the double knockout mice did not rescue perinatal death or cardiac hypertrophy in adult mice. In six-month old mice, both miR-125b and miR-125b/Tp53 knockout presented cardiac hypertrophy determined by tissue morphology (Fig. 6b), heart weight-to-body weight ratio (Fig. 6c) and cardiomyocyte size (Fig. 6d). To further investigate the heart function of the double knockout mice, we measured the cardiac hemodynamics by cardiac catheterization. Interestingly, the miR-125b/Tp53 double knockout mice with slightly reduced heart rate (Fig. 6e) significantly rescued LV systolic pressure and both max dP/dt and min dP/dt (Fig. 6f–h). This suggests that although Tp53 might not be the major cause of neonatal death and adult cardiac hypertrophy in the knockout mice, it still plays a role in the regulation of heartbeats and LV systolic pressure. No difference was found in the relaxation time constant (Tau), end-systolic PV relation slope (ESPVR slope) and end-diastolic PV relation slope (EDPVR slope) in the double knockout mice (Fig. 6i–k).

MicroRNA plays a negative role in protein translation. Therefore, we launched a protein quantification assay by tandem mass tag (TMT) labeling and LC/MS. Unfortunately, none of the upregulated protein was the potential target of miR-125b. The knockout neonatal hearts have more proteins related to chromosome segregation, mitotic nuclear division, cell cycle and cell division (Fig. S4f) and fewer proteins which are associated with mitochondria, the oxidation–reduction process, the fatty acid metabolic process, and fatty acid transport (Fig. S4g). In line with proteomic analysis, most fatty acid entry-related genes were downregulated in the knockout neonatal hearts (Fig. S4h). 

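Of 41 genes of fatty acid uptake and oxidation, listed before the data were examined, 10 are in the table of selected probe sets, of which 9 were lower and 1 was higher in the knockout ventricles. The other listed genes are not analysed here, so what share of the list changed is not known. All 10 also passed when adjusted over the list alone, which the selection fixes. Cpt2, which releases long-chain acyl groups from carnitine inside the mitochondrion, fell from 1894 ± 131 to 534 ± 42.0 (SD, n = 3 each), which is 3.55-fold lower. The list also takes in Angptl4, whose fall was the largest of the named genes. It encodes an inhibitor of lipoprotein lipase, so its fall need not mean less uptake, and it is counted by direction only. The remaining lower members that act in mitochondrial oxidation fall outside the rule for named genes and were chosen after their values were seen. They are the acylcarnitine carrier Slc25a20 by 2.39-fold, the thiolases Acaa2 and Hadhb by 2.27-fold each, and the dienoyl-CoA reductase Decr1 by 2.60-fold, with a second probe set of Decr1 at a log2 fold change of -2.58. In the table Slc25a20 and Acaa2, like Angptl4, rest on probe sets ending in _s_at alone. The member that rose was Pnpla2, the adipose triglyceride lipase, from 467 ± 33.3 to 1304 ± 190 (SD, n = 3 each), which is 2.78-fold higher. Its log2 fold change of 1.47 became 0.93 with each array centred on its median and 0.70 after quantile normalization. Among the other genes of the table 142 were higher and 63 lower, so the list stood apart from them in direction (p = 0.00027 in Fisher's exact test, two-sided; adjusted p = 0.00378 over 14 lists). The test takes genes as independent draws, and for genes regulated together this p can be too small. The mostly higher background also depends on the zero of the arrays, which could not be checked. With median centring, 66 higher and 88 lower probe sets met the paper's thresholds. Of the adipocyte markers listed, Cidea is in the table and was lower as well, with a log2 fold change of -1.76 (standard error 0.11).

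**Figure D2:**
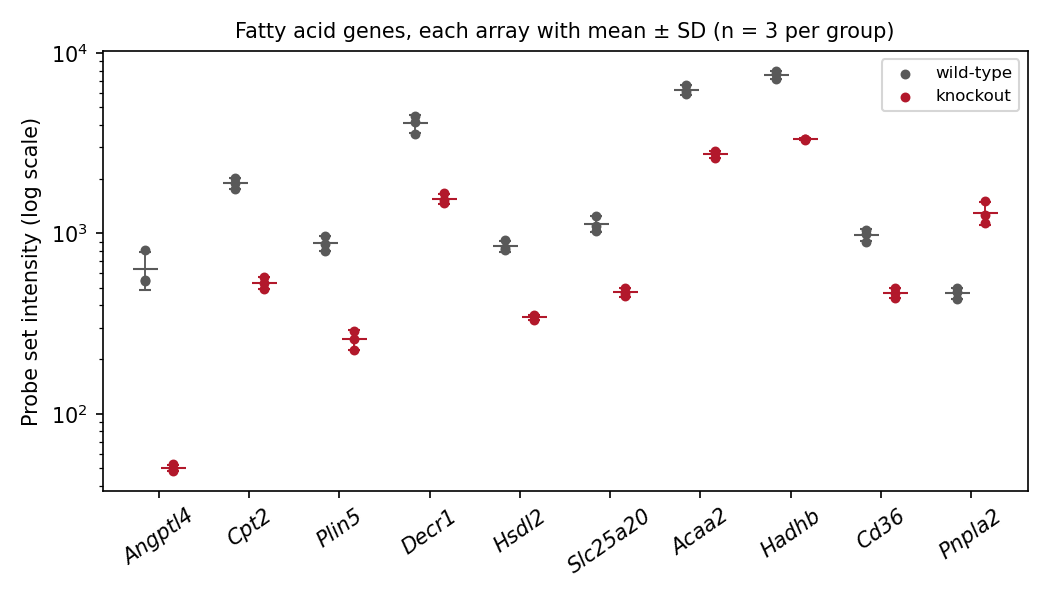
Intensity of the probe set of each of the 10 fatty acid genes (log scale) on the 3 wild-type arrays (grey points) and the 3 knockout arrays (red points), with the mean and SD of each group as bars. The groups are apart in every gene, with the knockout lower in 9 genes and higher in Pnpla2.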

In both transcriptome and proteome analysis, we noticed the downregulation of fatty acid metabolism was significant. 

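Of the fatty acid genes that the paper names as candidates, 3 are in the table of selected probe sets, and all 3 were lower at the RNA level. The other candidates are not analysed here. Plin5, a protein of lipid droplets, fell from 882 ± 84.2 to 259 ± 31.8 (SD, n = 3 each), which is 3.42-fold lower, and its second probe set had a log2 fold change of -1.71. Hsdl2, a hydroxysteroid dehydrogenase-like protein, fell from 849.8 ± 57.8 to 344 ± 11.0 (SD, n = 3 each), which is 2.47-fold lower. Cd36, a fatty acid transporter of the cell membrane, fell from 981 ± 75.6 to 468 ± 30.6 (SD, n = 3 each), which is 2.09-fold lower. The log2 fold changes were -1.77, -1.30 and -1.07, each with a standard error of 0.11 to 0.12 from limma. The values for Hsdl2 and Cd36 were -1.97 and -1.64 after quantile normalization. Protein levels are not analysed here.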

Nine candidate genes were downregulated at both the transcription and protein level mediating fatty acid transport or long-chain fatty acid metabolic processes, including Acadvl, Fabp4, CD36, Hmgcs2, Slc27a1, Acot1, Acot2, Plin5, and Hsdl2 (Fig. S4i, j). Except for Fabp4, eight other candidate genes are located in the mitochondrion. These data suggested a deficiency in mitochondria and fatty acid metabolism may be the cause of the phenotype in the knockout mice. The dysregulation of fatty acid metabolism may cause accumulation of excess lipids in cardiomyocytes. Therefore, we examined the free fatty acid amount in the neonatal hearts and found more fatty acid in the knockout mice than in control mice (Fig. S4k). These data indicate that miR-125b may be essential for energy homeostasis, especially from fatty acid metabolism, in the hearts.

## Discussion

In the case of cardiac-specific Dicer knockout, miR-125b is one of the significantly downregulated miRNAs^8^. Other downregulated miRNAs include miR-1, miR-208, miR-499, and miR-133^8^. However, most of the targeted deletion of miRNAs in the heart showed no obvious phenotypes^37–39^, except miR-1^40^. The knockout of miR-125b-1 causes perinatal death and induced cardiac hypertrophy in adulthood, which means miRNA-125b is crucial.

The expression level of miR-125b changes under different cardiac pathological status. It is induced by angiotensin II in cardiac fibroblasts^41^ and upregulated in human failing hearts^29^. However, it is downregulated after myocardial infarction (Fig. S5) and under ischemia/reperfusion injury^13^. It is possible that the regulatory role of miR-125b in different cardiac diseases is through multiple mechanisms and cell types. Previous studies have demonstrated that miR-125b protects cardiomyocytes from injury induced apoptosis^12,13^ through suppression of Tp53 signaling^12,13^. We performed TUNEL staining in the neonatal hearts and found that the numbers of apoptotic cardiomyocytes in both the control and knockout neonatal hearts were small (Fig. S6a). The apoptosis-related Tp53 downstream targets Noxa and Puma showed no difference in expression (Fig. S6b). Apoptosis is unlikely the cause of perinatal death in our deficient mice. Another function of miR-125b in hearts is to promote fibroblast-to-myofibroblast transition^14^. We performed Trichrome staining to evaluate cardiac fibrosis in hearts, but we barely observed any staining in neonatal and young adult hearts (Fig. S6c, e). Therefore, fibrosis-related genes including Acta2, Col1a1, Postn, Tgfbr1 and Vim were analyzed. Interestingly, Acta2, Col1a1 and Tgfbr1 were significantly downregulated in miR-125b deficient neonatal hearts (Fig. S6d) but Tgfbr1 and Vim were significantly upregulated in young adult hearts (Fig. S6f). The cardiac fibrosis became obvious in mature adult hearts and quantification of the fibrotic area by Trichrome staining displayed a significant increase (Fig. S6g). These data imply that the cardiac specific knockout of miR-125b-1 had the potential to suppress fibrosis at the neonatal stage. However, the fibrosis occurring in adulthood could be the consequence of cardiomyopathy in the deficient mice. In agreement with previous studies, we found miR-125b is a protective microRNA in cardiomyocyts^12,13^, but different from the cardiac infarction model, anti-apoptosis might not be the major role of miR-125b during development. In fibroblasts, overexpression of miR-125b triggers fibroblasts activation^14^. Interestingly, the cardiac specific miR-125b-1 knockout downregulated fibrosis-related gene expression at the neonatal stage, which indicates that miR-125b in cardiomyocytes may be able to regulate cardiac fibrosis.

Our transcriptomic and proteomic analysis revealed that fatty acid metabolism has the key role in cardiac miR-125b deficient mice. Fatty acids are predominant sources of ATP production in hearts and a recent quantification study also directly proved this concept^42^. The exquisite balance between fatty acid uptake and oxidation keeps the heart healthy. In all kinds of cardiac diseases, alteration of the balance often leads to lipid accumulation in cardiomyocytes and causes cardiac lipotoxicity^43^. For example, impairment of fatty acid uptake was found in patients with dilated cardiomyopathy^44^. In addition, myocardial fatty acid metabolism was a prognostic marker for cardiac hypertrophy in hypertension patients^45^. Studies in genetically manipulated mice also demonstrated that lipid accumulation alone causes heart failure^46^. ROS generation, defective insulin signaling, apoptosis and ER stress are potential mechanisms explaining the cardiomyopathy caused by lipid metabolism^43^. However, exactly how miR-125b regulates fatty acid metabolism remains unclear. Notwithstanding, this study reports a novel link between microRNA-125b and fatty acid metabolism in hearts and further investigation is required.

The mtDNA copy number has been considered to be an indicator of mitochondrial biogenesis and often linked to ATP production^47^. However, in miR-125b deficient neonatal hearts, we observed an increased mitochondrial DNA copy number (mtDNA) with lower ATP production. In our case, the mtDNA copy number was not related to energy production. A study reported that mtDNA copy number can be induced by oxidative stress and free radicals^48^. For example, the sub-lethal concentrations of antimycin A, a mitochondrial electron transport chain complex III inhibitor, and non-lethal concentrations of H_2_O_2_ induced mtDNA copy number in human cells^49^. This induction is thought to compensate for the defective mitochondria under tolerable stress and which may be related to cell-cycle arrest^49^, since mtDNA replication is mainly at the S/G2 phases^50^. In our transcriptomic analysis, we noticed miR-125b deficiency influenced cell cycle regulation (Fig. 5e). It is possible that circulatory system switch from fetus to newborns endures certain ROS stress^51^. The miR-125b deficient mice were vulnerable to such stress and induce more mitochondrial DNA replication. ROS can impair mtDNA-encoded transcription and mitochondrial oxidative phosphorylation protein levels^52^, which is similar to what we have observed in miR-125b deficient mice. We suspected that moderate ROS stress may perturb mitochondrial biogenesis and integrity. Mitophagy is an important cellular mechanism to maintain the quality and the quantity of mitochondria by removing damaged mitochondria and it requires mitochondria fusion and fission^53–56^. Although the upstream trigger is not known, the activation of mitochondrial fission, fusion and mitophagy in the miR-125b deficient mice may be due to the cellular mechanism of mitochondria homeostasis in cardiomyocytes.

There are several methods to determine heart failure with preserved ejection fraction (HFpEF). The abnormal E/A ratio was observed in neonatal hearts (Fig. 1t, u) not in the adult mice. Instead, we observed the decrease of the ratio of early diastolic mitral inflow velocity to early diastolic septal mitral annulus velocity (E/E' ratio) in mature adult knockout mice (Fig. 3m, n). However, the hemodynamic assessment from cardiac catheterization did not show the difference in EDPVR (Fig. 6k). In addition, the heart rate and the end-systolic pressure may influence the readout of cardiac function^18^. Because of the stages of diastolic dysfunction and the limitations of the techniques, several assessments may be required to determine HFpEF to provide early treatment and diagnosis.

We generated cardiac-specific miR-125 knockout to uncover its physiological role in hearts. However, the generation of these knockout mice raised more questions. The perinatal death and cardiac hypertrophy phenotype were evident but the mechanisms behind the phenotype are intriguing. Both transcriptome and proteasome analysis points to a defect in fatty acid metabolism, but the potential targets of miR-125b were undefined. The unexplored role of miR-125b, especially mito-miR-125b, will be further investigated to link the phenotype and the deficiency of miR-125b in hearts.

The cardiac specific miR-125b-1 knockout mice showed perinatal death and cardiac deficiency in mature adulthood. The insufficiency of miR-125b in neonatal stage influenced mitochondrial function, biogenesis and dynamics. In addition, both transcriptome and proteome approaches pointed out the dysregulation of fatty acid metabolism in the knockout mice, which is particularly crucial for cardiac energy homeostasis. In conclusion, this is the first study demonstrate that microRNA-125b regulates cardiac metabolism and revels the physiological role of miR-125b in heart.

## Methods

### Construction of Mir125b1 targeting vector and generation of Mir125b1 conditional KO mice

A targeting vector was constructed using a recombineering approach previously developed by Dr. Copeland’s group^57,58^. A BAC clone (clone no. bMQ-48P22, Geneservice) from a 129S7/AB2.2 BAC library containing the mouse *Mir125b1* genomic region was used. The vector was designed to conventionally and conditionally delete the *Mir125b1*. At the first, a nearly 16.7 kb genomic region was retrieved from the BAC clone into the pL253 vector^59^ carrying the HSV-tk for negative selection. The pL253 carrying the *Mir125b1* genomic DNA (pL253-*Mir125b1*) was further engineered to insert a 34-bp *loxP* sequences at the upstream of *Mir125b1* and a 1.9-kb *frt*-*neo*-*frt*-*loxP* cassette (*neo* cassette, derived from pL451^59^) at the downstream of *Mir125b1* for positive selection. The targeting vector was linearized by *Not*I restriction enzyme and electroporated into R1 embryonic stem (ES) cells. After double selection by G418 (240 μg/ml) and Ganciclovir (2 μM) antibiotics, those double-resistant ES cell clones were further analyzed by Southern blot to select correct clones. For conditional KO of *Mir125b1*, the ES cell clones harboring the loxP flanked region were transiently transfected with a vector expressing the Flp recombinase (PCAGGS-PTD-NLS-Plp) to delete the neo cassette. Correct ES clones were identified by PCR screening and then injected into the blastocysts derived from C57BL/6 donors to produce chimeras. After breeding with wild-type C57BL/6 mice, the germ line transmission of the floxed allele into offspring was confirmed by PCR strategy.

### Animal studies

The miR-125b-1flox/flox allele was generated by flanking the miR-125b-1 in this cluster with loxP sites using standard homologous recombination in ES cells. Generation and genotyping of the αMHC-Cre line has been described previously^60^. Genotyping primers for these alleles are listed in Table S1. All animal procedures were approved by the Experimental Animal Committee, Academia Sinica, Taiwan, and carried out in accordance with their guidelines and the ARRIVE guidelines. For the treatment of isoproterenol, osmotic pumps were implanted surgically and subcutaneously for 14 days at a dose of 60 mg/kg/day.

### Echocardiography

Isoflurane inhalation was used for the in vivo measurement of echocardiography. The echocardiography was performed again to measure the left ventricle end-diastolic and end-systolic volumes (LVEDV and LVESV, respectively). The left ventricular ejection fraction (LVEF, %) was calculated as (LVEDV-LVESV)/LVEDV × 100%. For measurement of ejection fraction in neonates, Doppler echocardiography was performed with Vevo 3100 (Fujifilm).

### Histology staining

All heart tissues were fixed by 4% paraformaldehyde overnight. To apply HE staining, paraffin embedded tissues underwent deparaffinization and were stained with Mayer’s hematoxylin and eosin. Collagen deposition was visualized using Trichrome Stain Kit (Sigma) according to the manufacturer’s protocol.

### Real-time quantitative polymerase chain reaction

RNA was extracted from hearts using Trizol (Invitrogen) and reverse-transcribed using SuperScript III Reverse Transcriptase (Invitrogen). Real-time PCR was performed using an ABI 7500 real time PCR system (Applied Biosystems). The primers are listed in Table S2. For miRNA study, isolated RNAs were reversed-transcribed using the Taqman primer sets for miRNAs (Ambion) with MultiScribe Reverse Transcriptase (Applied Biosytems). Real-time PCR was conducted with the Taqman 2 × Universal Master Mix (Applied Biosystems).

### Immunofluorescence microscopy

Heart tissue sections were deparaffinized and rehydrated before staining. Wheat germ agglutinin staining was performed using FITC conjugated-wheat germ agglutinin (Invitrogen) for 10 min at room temperature.

### Transmission electron microscopy

Following systemic perfusion, the heart was quickly removed and washed. The small pieces of tissues were pre-fixed in 4% paraformaldehyde plus 2% glutaraldehyde in PBS overnight at 4 °C. Following that, the tissues were washed and post-fixed in 1% OsO_4_ for one hour on ice. After washing, the tissues were stained with 2% uranyl acetate for 40 min on ice. The tissues were washed using distilled water, dehydrated in upgraded ethanol series and polymerized in the Spurr embedding medium overnight at 60 °C. Imaging was performed using a Tecnai G2 Spirit TWIN transmission electron microscope.

### Quantification of mitochondrial number

Genomic DNA was extracted from neonatal ventricles. The tissue was lysed with 250 µl of lysis buffer (50 mM Tris pH8; 100 mM EDTA; 0.5% SDS) with 200 µg/ml proteinase K at 55 °C for 6 h and then 80 µl of 5 M potassium acetate was added to precipitate proteins. After centrifuge at 13,500 rpm, 4 °C for 30 min, the supernatant was transferred into a new tube. Genomic DNA was precipitated with absolute EtOH and washed with 70% EtOH. After drying, the pellets were resolved in TE buffer with a concentration of 200 ng/µl. According to previous study^61^, the primers used for detection of nuclear genomic DNA were: mB2MF1:ATGGGAAGCCGAACATACTG and mB2MR1: CAGTCTCAGTGGGGGTGAAT. The primers used for detection of mitochondrial genomic DNA were: mMitoF1: CTAGAAACCCCGAAACCAAA and mMitoR1: CCAGCTATCACCAAGCTCGT.

The ratio of mitochondrial genomic DNA and nuclear genomic DNA was determined by real-time PCR.

### ATP assay

ATP concentration in the neonatal hearts was determined by ATP colorimetric/fluorometric assay kit (BioVision), following the instructions. One neonatal heart was homogenized in 100 µl ATP assay buffer. Protein was removed by 10 kDa spin-column. A total 50 µl of lysate was used for the measurement of ATP concentration by OD570 nm.

### Mitochondria isolation

Mitochondria were isolated from minced mouse hearts or cells and were homogenized with a glass tissue grinder using buffer containing 1 M sucrose, 0.1 M EGTA/Tris and 1 M Tris/HCl. The homogenate was further centrifuged at 600 g for 10 min at 4 °C. The supernatants were centrifuged at 7000 g for 10 min at 4 °C and the resulting supernatants were discarded. The pellet containing the mitochondria was washed and centrifuged at 7000 g for 10 min at 4 °C three times before resuspension. The quality of mitochondria isolation was confirmed by western blot using cytosol protein alpha-tubulin and mitochondrial protein Vdac2 and Cox4 (Fig. 4a).

### Western blotting

Mitochondrial proteins or total proteins were collected from either whole heart or cells using lysis buffer. The antibodies used were anti-PINK1, anti-LC3b, anti-VDAC2, anti CoxIV, anti-p62, anti Trp53inp1 (GeneTex), anti-OXPHOS cocktail (Abcam) and anti-GAPDH (Millipore). Western blot images were captured by BioSpectrum Auto Imaging System with UVP Vision WorksLS software. In general, the acquisition setting is a time-lapse condition: 10 images within 2mins for high intensity signal or 20 images within 5mins for low intensity signal.

### Cardiac catheterization

Mice were anesthetized by i.p injection of urethane (1 g/kg) followed by s.c. injection of 0.5 ml normal saline and buprenorphine 0.1 mg/kg. Mice were intubated with a soft tube which was connected to a ventilator, then a SPR-839 catheter was inserted into the left ventricle through the right carotid artery. Pressure and volume in the LV chamber were recorded by a Millar MVPS system and analyzed by Powerlab software.

### Gene expression microarray

Total RNA was isolated from the ventricles using Trizol (Invitrogen) according to the manufacturer’s protocol and purifed with RNeasy Mini Kit (Qiagen). Microarray analysis was performed employing Affymetrix GeneChip assays using three independent experiments by the Affymetrix Gene Expression Service Lab (http://ipmb.sinica.edu.tw/affy/) supported by Academia Sinica, Taiwan using the Mouse Genome 430 2.0 Array. Differential expressions of genes were analyzed by GeneSpring GX software version 11.5 (Agilent Technologies) with Log2FC cutoff = 1, and a *P* value cutoff < 0.05. All data were submitted to GEO. Accession no. GSE157746.

### Proteomic analysis

The proteomics assays were supported by the IBMS Proteomics Core Facility, Academia Sinica. Ten aliquots of tissue lysate (100 µg each) were reduced by 100 mM of DTT, alkylated by 50 mM of iodoacetamide and digested by trypsin. Isobaric labeling of the peptides was performed using 10-plex tandem mass tag (TMT) reagents (Thermo Scientific). TMT reagents were added to 100 μg of peptides for labeling. Labeled peptides from different samples were combined and desalted before fractionation using an XBridge BEH130 C18 column (3.5 μm 2.1 × 150 mm, Waters, MA, USA) on a 1100 series HPLC (Agilent). A total of 80 × 1 min fractions (200 μL each) were collected. The 15 pooled fractions were lyophilized and then subjected to LC–MS/MS analysis. It was performed on a nanoACQUITY UPLC System (Waters, USA) coupled to a high resolution mass spectrometer Q Exactive HF-X instruments (Thermo Fisher Scientific, Bremen, Germany). The raw spectra were processed using Proteome Discoverer v.2.2 (Thermo Fisher Scientific, Waltham, MA, USA). The MS/MS spectra were searched with the Mascot engine against the UniProtKB/Swiss-Prot human database.

### Free fatty acid quantification

Neonatal ventricles were homogenized with 1% Triton X-100 in chloroform. The total lipids were at the organic phase, separated by centrifugation at 12,000 × g for 15 min. Total lipids were air-dried at 50 °C until pellets formed and then were subjected to vacuum to remove trace chloroform. The amount of free fatty acid was determined using a free fatty acid quantification colorimetric/fluorometric kit (BioVision).

### Gene ontology and Gene set enrichment analysis

Gene ontology was performed by DAVID Bioinformatics Resources 6.8^62,63^. The Gene set enrichment analysis was performed by GSEA^64,65^ with the Hallmark gene set.

### Data analysis

All data are expressed as the mean ± SEM. Statistical significance was determined using a 2-tailed Student’s t test or ANOVA, as appropriate. Differences between groups were considered statistically significant at P values of less than 0.05. All statistical analysis and graphs were performed using GraphPad Prism 8.

## Supplementary Information

Supplementary Information.

## Data Availability

The data, analytical methods, and study materials for the purposes of reproducing the results or replicating procedures can be made available on request to the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

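Gene expression was measured at postnatal day 1 in the ventricles of miR-125b-1 knockout mice and of their wild-type controls, with 3 Affymetrix mouse genome arrays per group. RNA was isolated with Trizol, purified on columns and hybridised by a service laboratory, and the authors analysed the arrays in GeneSpring GX with a log2 fold change cutoff of 1 and a p cutoff of 0.05. The values the authors deposited are probe set intensities on a linear scale, from 30.1 to 18292. The method of summarization and normalization, and the test behind the p cutoff for the arrays, are not named in the paper's text, whose general statistics section names a 2-tailed Student test or ANOVA. The scale was taken as linear because no value was under 1 and the highest were far above the range of log2 values.

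The table analysed here holds 271 probe sets. The smallest difference between mean intensities was 1.00 on the log2 scale, which is the authors' cutoff, and the largest unadjusted p from the methods' t-test was 0.00175, with a median of 0.000197. The probe sets were thus selected on the same arrays that are compared here, by a criterion that is not known. The largest unadjusted p is far under the paper's cutoff, but the paper does not say whether that cutoff applied to adjusted values. Whether the table is all of the authors' list is not known either. Detection calls, unchanged probe sets and the rest of the array are not analysed here, so no enrichment was computed, no share of changed genes can be given and the scaling between arrays could not be checked. The number of arrays limits the precision. Nothing states that each array holds a separate animal, and p-values then measure only the spread between these samples.

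Intensities were set to log2, with a floor of 1 that no value reached. Knockout and wild-type were compared with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with Benjamini-Hochberg adjustment over the 271 probe sets and a threshold of 0.05. The prior of the variance had 28.1 degrees of freedom, a value estimated on selected probe sets. Probe sets were named through the platform annotation, brought up to date by gene number in the RefSeq table of GRCm38.p6, in which all 253 probe sets with 1 gene name were found. There were 3 probe sets with several genes and 15 unnamed ones, none of which was given a gene. The brightest probe set of the table over all 6 arrays stood for a gene. Python 3.11.15 with pandas 2.3.3 and SciPy 1.17.1 was used for counts and exact tests. Values were simulated for 271 probe sets with the spread of these arrays, 91 changed by 1 on the log2 scale, 109 by 2 and 71 unchanged. Of these limma called 98.9%, 100% and 5.6%, with no wrong direction. The spread is that of selected probe sets and can be too small. With most probe sets changed, the adjustment is also looser than on a whole array, so these rates do not carry over to one.

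Genes to be named were fixed by a rule set before the data were examined. The rule takes every gene named by the paper that is in the table, the 10 largest rises and the 10 largest falls among genes whose groups did not overlap, and up to 4 members with the largest change from each list, which gave 39 genes. Of 44 genes the paper names, 6 are in the table, and the others are not analysed here. The gene lists were also written beforehand by hand, after the terms of the paper, and are not the DAVID or Hallmark sets. The planned competitive test of lists needed at least 10000 probe sets, and for a smaller table the plan was a count of members by direction with Fisher's exact test against the other genes, adjusted over the 14 lists with a member. No member of the lists for the respiratory chain, mitochondrial DNA expression, the immediate early and NF-kB response, cardiomyocyte structure and calcium handling, the neighbourhood of miR-125b-1, the sex chromosomes, or the markers of atrial cardiomyocytes, endothelial cells, erythroid cells, leukocytes, thymocytes, skeletal muscle and epicardium with smooth muscle was among the genes analysed here. A search for miR-125b seed sites was planned only with a genome and a whole array and was not run.

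The alternatives were the methods' t-test with and without adjustment, limma with trended and robust eBayes, quantile normalization, centring of each array on its median, leaving out the dimmest 25% of probe sets, leaving out probe sets ending in _x_at or _s_at, the replicate number as a block, leaving out each array in turn, and the mean over all probe sets of a gene.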

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

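All tests in this part were chosen after the values were seen. The genes below stand outside those the paper discusses and differed between the knockout and the wild-type arrays.

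Noncoding RNAs that hold a small nucleolar RNA (snoRNA) within their span were noted, and whether they are over-represented was not tested. The table has 11 genes that RefSeq calls long noncoding RNAs, and 8 of them hold at least 1 snoRNA. In the knockout 7 of these hosts were higher, with log2 fold changes of 1.45 for Gas5, 1.71 for 1110038B12Rik, 1.89 for Zfas1, 1.99 for Snhg6, 2.10 for 2410006H16Rik, 2.11 for Snhg1 and 2.25 for Snhg16. The host 2700038G22Rik was lower, at -1.59. Gas5 went from 1228 ± 32.2 to 3348 ± 187 (SD, n = 3 each).

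Probe sets with shared probes, ending in _x_at or _s_at, are argued against, because 0 of the 7 higher hosts rest on one. A single scaling factor between the groups was not tested, because the table has no unchanged probe sets, and its part in these changes is not known. The direction of the hosts (7 of 8 higher) was not distinguished from that of the other genes, of which 136 were higher and 71 lower (p = 0.273, Fisher's exact test, two-sided). What noncoding genes the array holds stays open. In RefSeq 0.848% of long noncoding RNA genes hold a snoRNA, but the share among those the array measures is not known here. No enrichment of such hosts was therefore computed. No biological explanation was tested.

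Genes with at least 3 probe sets in the table, all moving in one direction, were also noted. Besides Snhg1, these were Ago2, which encodes the Argonaute protein that holds microRNAs, with a log2 fold change of 1.48, Clic5 with 1.68, Gstm1 with 1.44 and Sesn1 with 1.90, each from its brightest probe set.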

How the results depend on the processing

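The probe sets were selected on these arrays by an unknown criterion, so holding under an alternative is no test on independent data. No detection calls show which dim probe sets lie near background. Of 537 values of the 39 named genes under the alternatives, all 537 kept their direction and an adjusted p under 0.05. The selection nearly fixes this and the counts at that p, so neither is evidence of stability. Sizes did move, and the log2 fold change of 16 named genes (11 of them higher in the knockout) changed by over 1.5 times with quantile normalization and that of 11 (9 of them higher) with median centring. The lowest absolute values were then 0.37 and 0.48. The counts of probe sets at an adjusted p under 0.05 were 183 higher and 88 lower with the methods' t-test, trended and robust eBayes, quantile normalization and median centring, and without each array in turn. They were 139 and 64 without the dimmest 25% and 153 and 76 without probe sets ending in _x_at or _s_at, since fewer were tested. Since every probe set of the table meets the paper's thresholds, the methods' t-test gave 183 and 88 there too. At those thresholds the number of higher probe sets was 65 with quantile normalization and 66 with median centring, and the lower ones stayed at 88. The alternatives' own construction fixes this, because a downward shift can take only higher probe sets under the cutoff, and it says nothing of which direction prevails. The median change of the log2 fold changes was -0.53 with quantile normalization and -0.54 with median centring, since both set the median of a table in which most probe sets are higher to one level. Leaving out 1 array gave 173 to 181 higher and 83 to 88 lower probe sets at those thresholds. The fatty acid list had 9 lower genes under every alternative except 6 without probe sets ending in _x_at or _s_at. The Fisher p was 0.00514 there and 0.000205 to 0.00027 otherwise. The t-test, the eBayes variants and the replicate block left log2 fold changes as they were. Leaving out an array or median centring could not change these directions either, so the constant count is no evidence of stability. The cell cycle list had 3 lower genes, and 1 without the dimmest 25%, since the other two are among the dim probe sets. With the replicate number as a block (replicate block), the counts were 183 higher and 88 lower. The deviations of arrays with the same number had correlations of -0.02, 0.01 and 0.08, and not every array correlated best with its own number. No pairing by number was thus seen in these probe sets. It cannot be excluded, because there are 3 arrays per group and the probe sets were selected on them. The alternatives of camera with an estimated correlation, fry, and 8mer seed sites were not run, since the table holds only selected probe sets and no genome was used here. Other splits of the 6 arrays into 3 and 3 called at most 0 probe sets against 271 for the real one, 1 of 10 splits. The probe sets were selected for differing in the real split, which fixes this outcome, and with 10 splits no share can fall under 0.05.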

Other observations

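The tests in this part were chosen after the values were seen, apart from the counts of listed genes and the Fisher tests of their direction, with and without probe sets ending in _x_at or _s_at.

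Of 19 genes of the glucocorticoid and fasting response, listed before the data were examined, 2 are in the table and both were higher in the knockout. Klf15 was among the largest rises, and Klf9 was 2.24-fold higher (log2 fold change 1.16, and 0.60 after quantile normalization), at 2634 ± 199 against 1176 ± 93.2 (SD, n = 3 each). Both encode Krüppel-like transcription factors induced by glucocorticoids. Both passed when adjusted over the list alone, and the direction had an adjusted p of 0.703 in Fisher's exact test. Of 20 cardiac stress genes, 2 are in the table, Myh7 and the small heat shock protein gene Hspb1, which was 2.03-fold higher (log2 fold change 1.02, and 0.48 with median centring), and the adjusted p was again 0.703. Its probe set ends in _x_at and can take up related transcripts. Of 13 adipocyte markers, Cidea was the single one in the table (adjusted p = 0.703).

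The arrays bear on genes that the paper also measured by quantitative PCR, and it does not say whether in the same samples. The paper reports a higher β-myosin heavy chain and a higher Gabarapl1 in neonatal knockout hearts (Fig. 2). On the arrays Myh7 had a log2 fold change of 3.43 (standard error 0.12) and Gabarapl1 of 1.52 (standard error 0.11). The value of Gabarapl1 is from a probe set ending in _s_at, with no other in the table. The other genes of those panels, ANP, BNP, Acta1, LC3b, Binp3 and Sqstm1, are not analysed here, and a table of changed probe sets cannot show a disagreement by a gene's absence. The paper also reports a higher Trp53inp1 (Fig. S4d), which had a log2 fold change of 1.11 (standard error 0.12).

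Of the genes of fatty acid uptake and oxidation in the table, 9 were lower and 1, Pnpla2, was higher, with a median log2 fold change of -1.28 over these 10 selected members. One scaling factor between the groups was not tested, because the table has no unchanged probe sets, and its part in these changes is not known. Probe sets with shared probes, ending in _x_at or _s_at, are argued against as the whole cause, because 6 lower genes were left without them. The Fisher p was then 0.00514, with the limits given for that test. Shared probes stay open for Acaa2, Angptl4 and Slc25a20, the 3 genes with no other probe set in the table. Less adipose tissue in the knockout samples cannot be told apart from a change within cardiomyocytes, because Cidea, at -1.76, is the only adipocyte marker in the table and the heart is not excluded as its source. A change of cardiomyocyte metabolism by genotype and a difference in feeding of the pups stay open as hypotheses, and neither was tested.

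Strain DNA carried along with the targeted allele was considered as the source of most changes. Among the 100 nearest protein-coding genes on each side of Mir125b-1, 1 gene of the table was found, Ncam1, against 1.86 for a random draw (exact hypergeometric test, one-sided, p = 0.848) and 204 protein-coding genes in the whole table. On all of chromosome 9 there were 15, against 11.2 for a random draw (exact hypergeometric test, one-sided, p = 0.153). Since most genes of the table lie on other chromosomes, this argues against that source for most of the changes, and for single genes of chromosome 9 it stays open.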
